A study of Mus musculus with 5 samples. Its data were reported in "Opposing Wnt signals regulate cervical squamocolumnar homeostasis and emergence of metaplasia" (2021).

How the data were processed

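The authors deposited UMI count matrices of 5 libraries (10x Genomics Chromium, single-cell 3' chemistry), with a list of barcodes and a list of features for each, and these deposited counts were used for every result. They hold whole numbers for 31053 genes of the mouse genome mm10 and 25932 barcodes that Cell Ranger had called as cells. The submitters' notes name Cell Ranger without a version. The authors also deposited tables of differential expression between the clusters of each library. Those were not used, because no deposited table says which barcode fell in which cluster and because cells of 1 library are not replicates. A deposited list of index sequences was not used either.

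The tissues were endocervix, junction and ectocervix (1 library each) and metaplastic endocervix (2 libraries from 1 sample). The tissue had been digested with collagenase at 37 °C and TrypLE and passed through a strainer before capture. Barcodes were kept if they had 250 to 4000 genes, at most 15000 UMIs and at most 10% mitochondrial UMIs, which are the limits in the study's methods. Kept were 88.3% of endocervical, 87.1% of junctional, 72.3% of ectocervical, and 94.0% and 93.6% of metaplastic barcodes. Barcodes over the mitochondrial limit numbered 503, 583, 917, 186 and 218. The limits together did not take out all classes alike. They removed 71.3%, 72.6%, 40.7% and 78.9% of columnar barcodes in endocervix, junction, ectocervix and metaplasia, against 7.37%, 7.52%, 11.5% and 2.99% of fibroblasts. Over the mitochondrial limit were 56 of 94, 92 of 135, 5 of 27 and 67 of 109 columnar barcodes.

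Kept cells of all libraries were clustered together: counts were scaled to 10000 UMIs per cell and log-transformed, 2000 variable genes were chosen and 21 principal components were computed. A graph of 20 neighbours was divided by the Leiden method at resolution 1 with seed 1, which gave 25 clusters. No batch correction was applied, since library and tissue coincide. Each cluster was given the class, out of 15 fixed marker lists, whose markers were highest in it. Fibroblasts made up 9 clusters. Doublets called by Scrublet were left in, being 147 of 22597 cells, of which 105 were in the junction. Kept cells with over 5% haemoglobin UMIs numbered 50 and were also left in.

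For each class and tissue UMIs were summed over cells and scaled to the total of the class, the usual CPM. A log2 ratio was taken after adding 0.5 counts, with an exact conditional binomial 95% interval. A gene without a UMI in 1 tissue is given as a fold bound against a floor of 3 counts. Shares have exact binomial 95% intervals. No test between tissues was made, because each tissue is 1 library, and the metaplasia libraries are technical replicates that were summed. A class was compared where both tissues held at least 50 cells. Columnar and Schwann cells were left out of comparisons for that reason. The number of genes at least 2-fold apart was taken among genes with at least 50 CPM in the higher tissue.

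The comparisons, gene lists, marker lists and most alternatives were fixed before the data were examined. The 23 gene lists were: Wnt ligands and R-spondins; Wnt antagonists; Wnt targets; BMP and TGF-beta; Notch; growth factors (EGF, FGF, IGF, HGF); retinoid pathway; regional HOX and Mullerian patterning; collagens and fibrillar matrix; matrix proteases and inhibitors; immediate-early and dissociation stress; oestrogen and progesterone response; interferon response; chemokines, cytokines and acute phase; proliferation; squamous lineage; keratinocyte differentiation; columnar lineage; smooth muscle contraction; hypoxia and glycolysis; oxidative phosphorylation (nuclear); unfolded protein response; haemoglobin (free RNA). A list was summarised where at least 3 members were measured, by the median log2 ratio and its percentile among 10000 random lists drawn from 20 bins of mean expression. Genes of a list are not independent, so the percentile is a description and not a test.

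Genes were named by a fixed rule. For each fibroblast comparison these were the 10 highest and 10 lowest log2 ratios among genes with at least 50 CPM in the higher tissue. Left out were mitochondrial, ribosomal protein, haemoglobin and immunoglobulin genes, predicted gene models, markers of another class, and genes whose fibroblast level was under 1 in 5 of their level in another class. For metaplasia both technical libraries had to lie at least 1 log2 unit from endocervix on the same side. Other classes took 5 on each side. Added were 23 genes on which the study's account turns and from each list up to 4 members with the largest ratios. Of these, the genes named in the text are a part.

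Alternatives tried were no cell filter, at least 1000 UMIs per cell, Scrublet doublets removed, Leiden resolutions 0.5 and 2, classes per cell from marker scores, and cells thinned to 1000 UMIs. Also tried were 5 counts added, TMM and median-ratio scaling, cells weighted equally, 5% free RNA subtracted, totals without mitochondrial, ribosomal protein and immediate-early genes, minimum levels of 10 CPM and none, and each metaplasia library left out. Removing cells rich in haemoglobin, removing the 6% of cells with the highest doublet scores, and using fibroblasts of cluster 12 or cluster 6 alone were added after the data were seen.

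Code was tested on simulated counts. Intervals held the true ratio in 94.5% to 95.8% of genes, all genes set 4-fold apart were found at least 2-fold apart, and a list planted as higher came out at percentile 100. The counts were drawn with counting error alone, so this checked the code and not the spread of real libraries. Gene positions were read from the GENCODE annotation of GRCm38. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.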

Results

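Single-cell transcriptomes of the BALB/c mouse cervix were used to ask which cell states the healthy organ holds from endocervix to ectocervix, and which states differ when squamous metaplasia forms in the endocervix. The endocervix, the ectocervix and the junction between them, called transition zone in the study, gave 1 library each, with the cells of several mice pooled. Metaplastic endocervix, from mice that the study kept on a diet lacking vitamin A, gave 2 libraries that are technical replicates of 1 sample. Cells kept numbered 5306 in endocervix, 5092 in junction, 3375 in ectocervix, and 4362 and 4462 in the metaplasia libraries. Of 22597 cells kept in all, 1888 were epithelial and 11532 fibroblasts, and of the 13773 healthy ones 1661 and 6349. The median cell held 5934, 4327, 4335, 5302 and 5023.5 UMIs in that order. No tissue had a biological replicate, so differences between tissues could not be tested, and every interval given here is a 95% interval that covers counting error only.

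Fibroblasts and squamous cells were abundant at opposite ends of the cervix. Fibroblasts, which express the collagens and decorin, made up most endocervical, junctional and metaplastic cells, whereas squamous epithelial cells, with Krt5 and Krt14, were the largest class in the ectocervix. Neutrophils were abundant only in ectocervix and metaplasia, and Schwann cells, with myelin genes, mainly in ectocervix. Fibroblasts were 53.4% (52.0 to 54.7) of endocervical, 51.3% of junctional, 26.8% (25.3 to 28.3) of ectocervical and 58.7% (57.7 to 59.8) of metaplastic cells. Squamous cells were 0.396% (0.245 to 0.604), 3.22% (2.75 to 3.74), 40.8% (39.2 to 42.5) and 2.06% (1.78 to 2.38) of the same tissues. Columnar cells were few everywhere, at 0.660%, 0.746%, 0.741% and 0.510%. The cell filter had however removed 71.3%, 72.6%, 40.7% and 78.9% of columnar barcodes, so these shares cannot be compared between tissues. With no filter, columnar barcodes were 94 of 6012, 135 of 5848, 27 of 4666 and 109 of 9406 in the same order. Smooth muscle made up 30.6% of endocervix, 29.6% of junction, 10.1% of ectocervix and 19.6% of metaplasia. Neutrophils reached 9.10% (8.15 to 10.1) in ectocervix and 9.54% (8.94 to 10.2) in metaplasia, against 0.283% (0.158 to 0.466) in endocervix and 0.177% (0.0809 to 0.335) in junction. Schwann cells were 2.93% of ectocervical cells and at most 0.238% elsewhere. Shares of dissociated cells depend on how well each type comes out of the tissue.

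**Figure D1:**
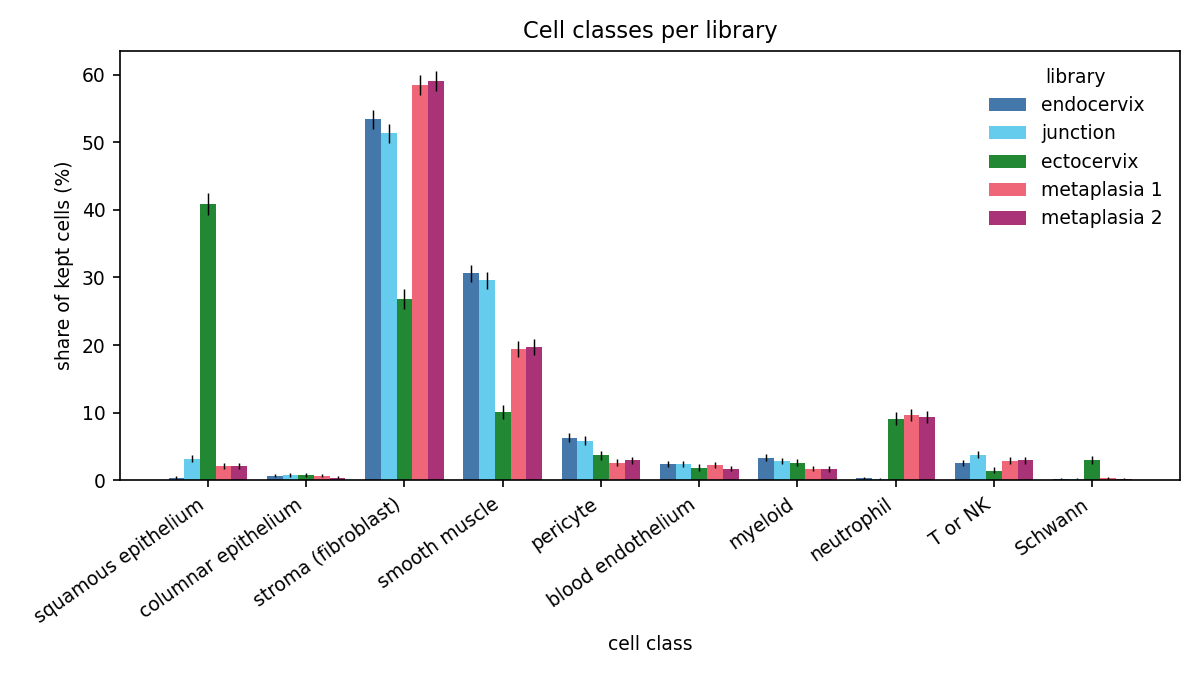
Share of kept cells (%, vertical axis) in each cell class for endocervix, junction, ectocervix and the 2 metaplasia libraries. Bars are shares and whiskers their 95% binomial intervals, and squamous cells were the largest class in ectocervix alone.

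Within the epithelium the squamous lineage outnumbered the columnar one in junction, ectocervix and metaplasia but not in endocervix. With classes given per cell from marker scores it did not do so in the junction either, where the squamous share was then 37.7%. The squamous share of epithelial cells was 37.5% (24.9 to 51.5) in endocervix, 81.2% (75.1 to 86.3) in junction, 98.2% (97.4 to 98.8) in ectocervix and 80.2% (74.4 to 85.2) in metaplasia. The metaplasia libraries taken alone gave 76.3% and 84.4%. Basal-type cells (cluster 8) made up 73.8% of junctional and 68.1% of ectocervical squamous cells. A differentiated cluster with Krt1 and Krt10 (cluster 17) made up 56.0% of the metaplastic ones, against 21.3% in ectocervix, 18 of 164 cells in junction and 10 of the 21 shallow cells in endocervix. Cycling cells marked by Top2a and Mki67 (cluster 22) were 10.6% in ectocervix, 15.2% in junction and 6.04% in metaplasia. The metaplasia libraries differed in this, with 1 of 90 cells in replicate 1 and 10 of 92 in replicate 2. The 21 endocervical squamous cells had a median of only 716 UMIs, and with cells under 1000 UMIs left out the endocervical share was 11.1%. The cell filter took out 71.3% of endocervical columnar barcodes, and without it the squamous share in endocervix was 16.1%.

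Ectocervical and endocervical fibroblasts differed in how they could shape Wnt signals, in matrix and in positional genes. Ectocervical fibroblasts carried far more RNA for secreted Wnt antagonists, among them Dkk2, a ligand of the LRP co-receptors, and Sfrp1, which binds Wnt proteins. Endocervical fibroblasts carried more of the ligand Wnt16 and of HOX genes of the uterine region. They also held more Rspo3, which strengthens Wnt receptor signalling, though free smooth muscle RNA may give part of it. Elastin and its cross-linker Lox were higher in ectocervix, as were complement and acute-phase genes such as C3 and Saa3. Early response genes and the transcription factor Hes1, a Notch effector, were higher in endocervix. Early response genes were higher there in several other classes too, and region and preparation cannot be told apart.

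The genes with the highest ratios in ectocervical over endocervical fibroblasts included Wisp2, a Wnt-induced matricellular protein (log2 ratio 11.31 [9.41 to 17.20], from 1 endocervical UMI), and Isl1, a homeobox factor of the lower body (no UMI in endocervix, at least 329-fold higher). Next came the retinoic acid-binding protein Crabp1 (6.17), Dkk2 (5.79 [5.60 to 5.98]), the neuropeptide receptor Adcyap1r1 (5.26), the metalloprotease Adam33 (4.90), Cilp (4.21), Lbp (4.09), Pcolce2 (3.89) and Pi16 (3.76). The lowest were the anion exchanger Slc26a7 (-6.14 [-8.19 to -4.95]), the adhesion protein Ntm (-4.38), Hoxd9 (-4.36), Aspg (-3.54), the corticosteroid-inactivating Hsd11b2 (-3.45), Snai1 (-3.30), Arl4c (-3.18), Tnfaip6 (-2.99), Scube1 (-2.97) and Mamdc2 (-2.87). In all, 432 of 2773 genes lay at least 2-fold apart, 270 higher and 162 lower in ectocervix. Between the technical metaplasia libraries the number was 4 of 2614. Most ectocervical fibroblasts fell in cluster 14 (73.6%), and endocervical ones in clusters 5 (34.8%), 1, 13 and 12, so each cluster may in part stand for its library.

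Grouped by fixed lists, the Wnt antagonists were the set most one-sided among signalling genes. Of 6 measured, 4 were at least 2-fold higher in ectocervix and none lower (median log2 ratio 1.58, percentile 99.9 of random lists with like expression), with Sfrp1 (4.50), Sfrp4 (2.04) and Sfrp2 (1.12) beside Dkk2, and Dkk3 at 0.66. The Wnt ligands and R-spondins lay the other way (median -0.75, 4 measured, percentile 2.38), though not with weakly expressed members included (0.39 with no minimum level). Among them were Wnt16 at 18.2 and 56.2 CPM (UMIs of the gene scaled to the total of the class) in ectocervix and endocervix (log2 -1.62 [-2.00 to -1.28]), Rspo3 -1.13 and Wnt4 -0.38. Rspo3 is among the leading genes of smooth muscle clusters 2 and 3. Endocervical T and NK cells held it at 63.9 CPM and junctional ones at 13.9, so free RNA may give part of the Rspo3 value. Rspo1 differed little (0.08 [-0.16 to 0.31]), and so did the Wnt target Axin2 (0.35). Collagens and fibrillar matrix were higher (median 1.16, 14 of 26 at least 2-fold higher, above every random list), led by Eln (3.58), Col12a1 (2.33), Lox (2.07) and Col14a1 (2.07). Matrix proteases and inhibitors followed (median 0.86, above every random list), with Serpina3n (5.74), Timp1 (2.80) and Mmp3 (1.59). Chemokine, cytokine and acute-phase genes were also higher (median 0.79, percentile 99.7), with Saa3 (7.46), C3 (5.60), C4b (3.69) and Ccl8 (2.70), whereas Cxcl16 was nearly even (-0.10).

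Patterning and immediate-early genes went toward the endocervix. The HOX and Müllerian list had a median of -1.33 (6 of 11 at least 2-fold lower in ectocervix, below every random list), with Hoxd9, Hoxa11 (-1.63) and Hand2 (-1.45) lower, against Isl1 and Nr2f1 (4.46) higher. Immediate-early and dissociation stress genes had a median of -0.93 (14 of 30 lower, below every random list), with Ier5 (-1.86), Egr1 (-1.66), Nr4a1 (-1.65) and Nfkbia (-1.40). By summed UMIs a shorter core dissociation list was lower in fibroblasts (-0.89), smooth muscle (-1.05), pericytes (-0.86) and endothelium (-0.93), but not in myeloid cells (0.23). Each tissue is 1 library, so region and preparation cannot be told apart here. Hes1 was 305 and 2107 CPM (log2 -2.79). Proliferation genes were lower (median -1.06, 4 measured), with Stmn1 at -1.86, as were smooth muscle genes (-0.58, percentile 0.270), with Synpo2 (-2.05) and Pcp4 (-1.99). Smooth muscle was 30.6% of endocervical and 10.1% of ectocervical cells, so free RNA could also give the smooth muscle value. BMP and TGF-beta genes split, with Bmp4 (3.18) and Inhbb (2.88) higher and the BMP targets Id1 (-2.21) and Id3 (-1.97) lower (median 0.01). Growth factors split too (median -0.16), with Nrg1 (2.29) higher and Hbegf (-3.34) lower. The retinoid list was even at 0.06 apart from Crabp1, with Adh1 at 0.79, and the carboxylesterase Ces1d was lower (-2.16). Oestrogen and progesterone response (-0.38), interferon response (-0.37, Irf1 -1.25), hypoxia and glycolysis (-0.13), oxidative phosphorylation (0.10) and the unfolded protein response (0.38) lay within 0.5 log2 units of 0. Krt5 and Krt14 were also counted in ectocervical fibroblasts (100.4 and 313 CPM, log2 8.93 [7.59 to 11.43] and 8.02). Ectocervical neutrophils held more of both (424 and 1170 CPM), so free keratinocyte RNA could give them. With an assumed 5% of free RNA subtracted and negative counts cut off, the excess was gone (-0.37 and -2.46). No direction can be read from what was left. Haemoglobin transcripts, which free blood RNA could give, were likewise higher in ectocervix (median 4.59).

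**Figure D2:**
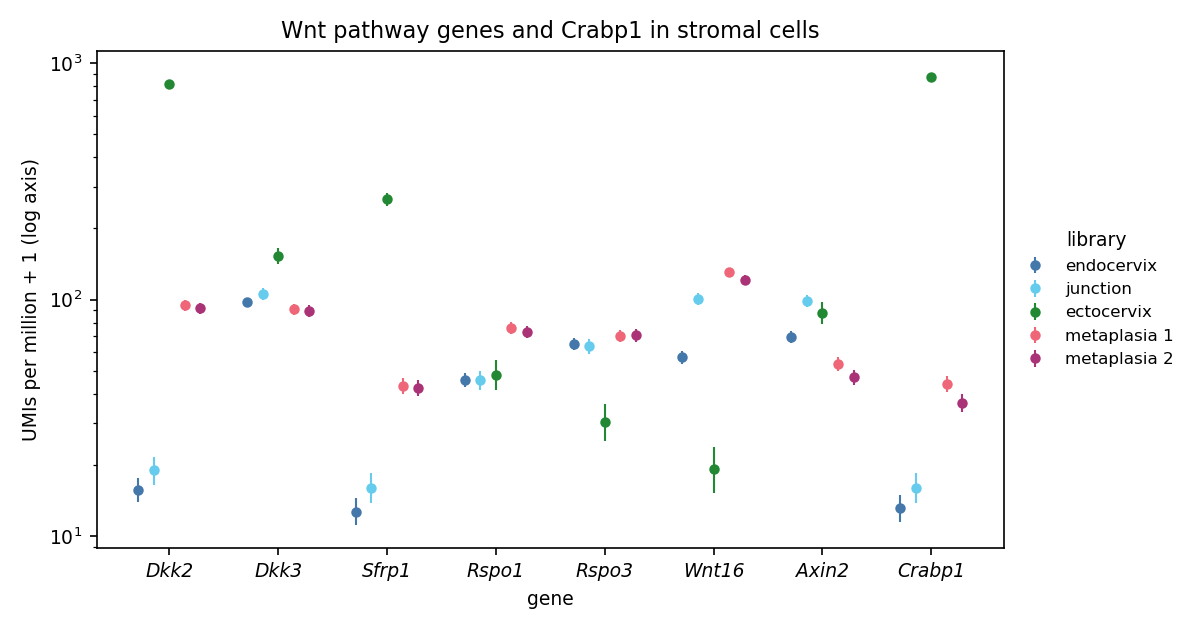
CPM plus 1 (log scale, vertical axis) of Wnt pathway genes and Crabp1 in fibroblasts of each library, with points as values and whiskers as 95% counting intervals. Dkk2, Sfrp1 and Crabp1 were highest in ectocervix and Wnt16 was highest in metaplasia.

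Fibroblasts of the junction lay close to those of the endocervix and far from those of the ectocervix. Against endocervix only 36 of 2627 genes were at least 2-fold apart (18 higher and 18 lower), while against ectocervix 481 of 2837 were. Junctional fibroblasts were mostly of cluster 1 (64.3%, against 32.6% in endocervix) and less of cluster 5 (9.68% against 34.8%), and genes of these clusters such as Nov, Maf, Igfbp5 and Pkdcc follow that make-up. Genes higher in the junction than in the endocervix included matricellular and matrix-remodelling genes, among them Nov (1.47), Ctgf (1.03), the versican-degrading Adamts5 (1.03), Igfbp5 (1.03) and A2m (1.04), beside Slc43a2 (1.36), Pros1 (1.06), Maf (1.02), P2rx7 (1.02) and Pnpla7 (1.02). Lower were the monocyte attractants Ccl2 (-1.78 [-1.88 to -1.68]) and Ccl7 (-1.15), the TWEAK receptor Tnfrsf12a (-1.72), Wfdc1 (-1.71), Tppp3 (-1.38), Anxa2 (-1.34), Filip1l (-1.33), Srm (-1.23), Tubb6 (-1.15) and Pkdcc (-1.14). Wnt16 was higher in the junction (0.83 [0.70 to 0.95]), as was Axin2 (0.51), and Rspo1 (-0.01) and Rspo3 (-0.04) were level. In cluster 12 alone, a setting chosen after the data were seen, Wnt16 was at -0.35.

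Among lists, the unfolded protein response was lower in the junction than in the endocervix (median -0.42, below every random list, with Manf -1.10 and Calr -1.03). Interferon response (median 0.46, percentile 99.8, with H2-K1 0.73), collagens (0.24, Lox 0.98) and proteases (0.35, Mmp14 0.79) were slightly higher. The HOX list (-0.27, Hoxa11 -0.57) and BMP genes (-0.30, Id3 -0.66) were slightly lower, but the HOX median turned to 0.15 with no minimum level. In cluster 12 alone the HOX median was 0.23 and the interferon median -0.0397, so neither direction held there. Against ectocervix the junction repeated the endocervical pattern. Slc26a7 (7.06), the neuronal Bex1 (7.11 [5.21 to 13.00], from 1 ectocervical UMI), Aspg (4.53), Adam12 (4.00), Ntm (3.97) and Nrg2 (3.22) were higher in the junction. Dkk2 (-5.50 [-5.72 to -5.29]), Crabp1 (-5.86), Cpxm2 (-5.20), Adam33 (-4.84), Sfrp1 (-4.14), Eln (-3.73) and Bmp4 (-3.58) were lower. Wisp2 and Isl1 had no UMI in the junction and were at least 807-fold and 209.8-fold lower. Wnt antagonists had a median of -1.47. Ligands and R-spondins had one of 0.72, which turned to -0.39 with no minimum level, and the HOX list one of 1.05 (6 of 10 at least 2-fold higher).

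Dkk2 marked the ectocervical fibroblast and appeared at a lower level in metaplasia. The gene (ENSMUSG00000028031, chromosome 3, 132085292 to 132180304, plus strand, GRCm38) stood at 14.7 CPM (12.9 to 16.6) in endocervical, 18.0 (15.5 to 20.7) in junctional, 812 (784 to 841) in ectocervical and 92.3 (88.9 to 95.9) in metaplastic fibroblasts. The metaplasia libraries gave 93.6 and 91.1, and junction over endocervix was barely above level (log2 0.29 [0.01 to 0.57]). With each cell thinned to 1000 UMIs, Dkk2 was seen in 1.07% of endocervical, 1.63% of junctional, 25.6% (22.7 to 28.6) of ectocervical and 7.51% (6.81 to 8.27) of metaplastic fibroblasts, with 23, 33, 32 and 32 shallower cells left out. Without thinning the shares were 4.94%, 4.71%, 39.8% and 22.5%, at median depths of 5841.5, 4082.5, 4211 and 5470 UMIs. Immune cells, which set the background, showed it after thinning in 1.05% in endocervix, 0 of 306 cells, which allows up to 0.980%, in junction, 0.542% in ectocervix and 0.421% in metaplasia, with 40, 37, 75 and 60 cells left out and median depths of 3404, 2741, 1492.5 and 2522. Cluster 14 held 97.5% of the ectocervical Dkk2 UMIs (998 CPM), and cluster 4 held 59.4% of the metaplastic ones (129 CPM). Smooth muscle carried Dkk2 at 32.1, 69.9, 120 and 34.6 CPM, so it too was highest in ectocervix.

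Dkk2-positive fibroblasts differed from their Dkk2-negative neighbours within the same library. In ectocervix they carried more of the retinoic acid-producing enzyme Aldh1a2 (238 and 20.1 CPM, log2 3.53 [2.67 to 4.57]), the Wnt feedback gene Nkd2 (3.38), the anchoring collagen Col7a1 (3.15), Crabp1 (3.12 [2.85 to 3.42]) and the thrombin receptor F2r (2.68), and less Sfrp4 (-2.81), Fmo2 (-2.23), Tns1 (-2.10) and Adh1 (-1.20). In metaplasia they carried more Serpine2 (1.17), Rxfp1 (1.14) and Inhba (1.03), and less Icosl (-1.98), Ces1d (-1.94) and Clec3b (-1.30). Cells of 1 library are not replicates, and 91.0% of the ectocervical positive cells were of cluster 14, so these genes also describe that cluster. Of the metaplastic positive cells 47.5% were of cluster 4, and Ces1d and Clec3b are leading genes of cluster 6, so the same holds there.

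Metaplastic fibroblasts differed from endocervical ones in inflammatory, steroid-responsive and retinoid genes and in single Wnt genes. Chemokines such as Cxcl1 and Ccl2, which draw neutrophils and monocytes, were higher, as were interferon genes and the glucocorticoid-responsive Tsc22d3 and Zbtb16. Dkk2, Wnt16 and the retinoic acid-making enzyme Aldh1a2 were higher. Matrix genes such as Ogn, Mmp11 and Postn were lower, as were nuclear genes of oxidative phosphorylation. HOX genes of the uterine region were higher, on the side opposite to ectocervix.

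Chodl, a C-type lectin, led the genes higher in metaplastic over endocervical fibroblasts (4.89 [4.51 to 5.33]). It was followed by Pi16 (3.80), Coch (3.70), Zbtb16 (3.60), the cortisone-reactivating enzyme Hsd11b1 (3.52), the hyaluronan synthase Has1 (3.23), Tsc22d3 (2.99), the metallothionein Mt2 (2.75), Cxcl1 (2.70) and Sod3 (2.66). Among the lowest were the leucine-rich proteoglycan Ogn (-4.11 [-4.28 to -3.95]), Dpep1 (-2.95), Hsd11b2 (-2.86), the thyroid hormone-activating Dio2 (-2.82), Chchd10 (-2.66), the stromelysin Mmp11 (-2.57), Nov (-2.23), Spon2 (-2.16) and Aspg (-2.06). In total 208 genes were higher and 107 lower by at least 2-fold among 2792. The metaplastic fibroblasts fell in clusters 4 (37.3%), 9, 10 and 6, none of which held many endocervical cells. Cluster 10 was led by Ccl2, Cxcl10 and Irf1, genes that dissociation also raises.

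The Wnt antagonist list had no direction in metaplasia over endocervix (median -0.11, percentile 30.8), because Dkk2 (2.65 [2.46 to 2.85]) and Sfrp1 (1.84) were higher while Sfrp4 (-1.14) and Sfrp2 (-0.82) were lower and Dkk3 was level (-0.11). Wnt ligands and R-spondins split as well (median 0.12), with Wnt16 (1.15 [1.05 to 1.25]) and Rspo1 (0.72) higher, Rspo3 level (0.12) and Wnt4 lower (-1.79). Of the Wnt targets measured, Nkd2 (1.72) and Myc (0.86) were higher and Axin2 lower (-0.48), for a median of 0.86. BMP and TGF-beta genes were higher (median 0.81, percentile 98.8), with Inhba (2.26), Inhbb (1.88) and Bmp4 (1.31). Of the growth factors, Hbegf (-2.78) and Mdk (-1.29) were lower, but the list had no steady direction (median -1.29 with 3 measured, 0.20 with members down to 10 CPM and 0.00197 with no minimum). In cluster 12 alone, a setting chosen after the data were seen that covers only 1.99% of metaplastic fibroblasts, growth factors were at 1.00, and Wnt16 (-2.12), Crabp1 (-0.66), Adh1 (-0.38), Ces1d (-1.74) and Cxcl1 (-0.68) turned toward endocervix.

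Inflammation, stress and hormone lists were higher in metaplastic fibroblasts. Interferon response genes had a median of 1.52 (12 of 17 at least 2-fold higher, above every random list), with Irf7 (2.55), Ifit1 (2.34) and Rtp4 (1.82). Chemokines and acute-phase genes stood at 1.05 (above every random list), with Cxcl2 (3.01), Ccl2 (2.60) and C3 (2.45) higher and Cxcl16 lower (-1.39). Immediate-early genes stood at 0.84 (13 of 32 higher), with Ier3 (2.14), Cebpd (2.13), Socs3 (1.99), Nfkbia (1.70) and Egr1 (0.68), and Hes1 was at 0.43. The oestrogen and progesterone list, which holds Tsc22d3 and Zbtb16, was at 0.88 (above every random list). Retinoid genes had a median of 0.40, with Aldh1a2 (2.14), Rbp4 (1.91), Crabp1 (1.70) and Adh1 (1.12) higher, and Ces1d was higher (1.53).

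Matrix and energy lists were lower in metaplasia. Collagens and fibrillar matrix had a median of -0.59 (below every random list), with Postn (-1.37) and Col4a1 (-1.36) lower and Bgn higher (1.58). Proteases split (median -0.09), with Mmp3 (-1.81) and Mmp14 (-1.36) lower and Adamts4 (2.02) higher. Oxidative phosphorylation stood at -0.55 (26 measured, below every random list), with Uqcrq at -1.08, and smooth muscle genes at -0.73 (1.51 in cluster 12 alone), with Pcp4 at -1.74. Mitochondrial UMIs were lower in the same fibroblasts (median 2.33% against 3.87% in endocervix). Smooth muscle cells were fewer in metaplasia (19.6% against 30.6%), so free RNA could give the smooth muscle value. Hypoxia and glycolysis (0.46, Ldha 1.12) and the unfolded protein response (0.24, Herpud1 1.39) were slightly higher, and proliferation was even (-0.14, Stmn1 -2.34). The HOX list had a median of 0.59 (percentile 99.8), with Hoxa11 (1.34), Hand2 (0.88) and Hoxd9 (0.70) higher. Metaplasia and endocervix were prepared as separate libraries, so tissue and preparation cannot be told apart.

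**Figure D3:**
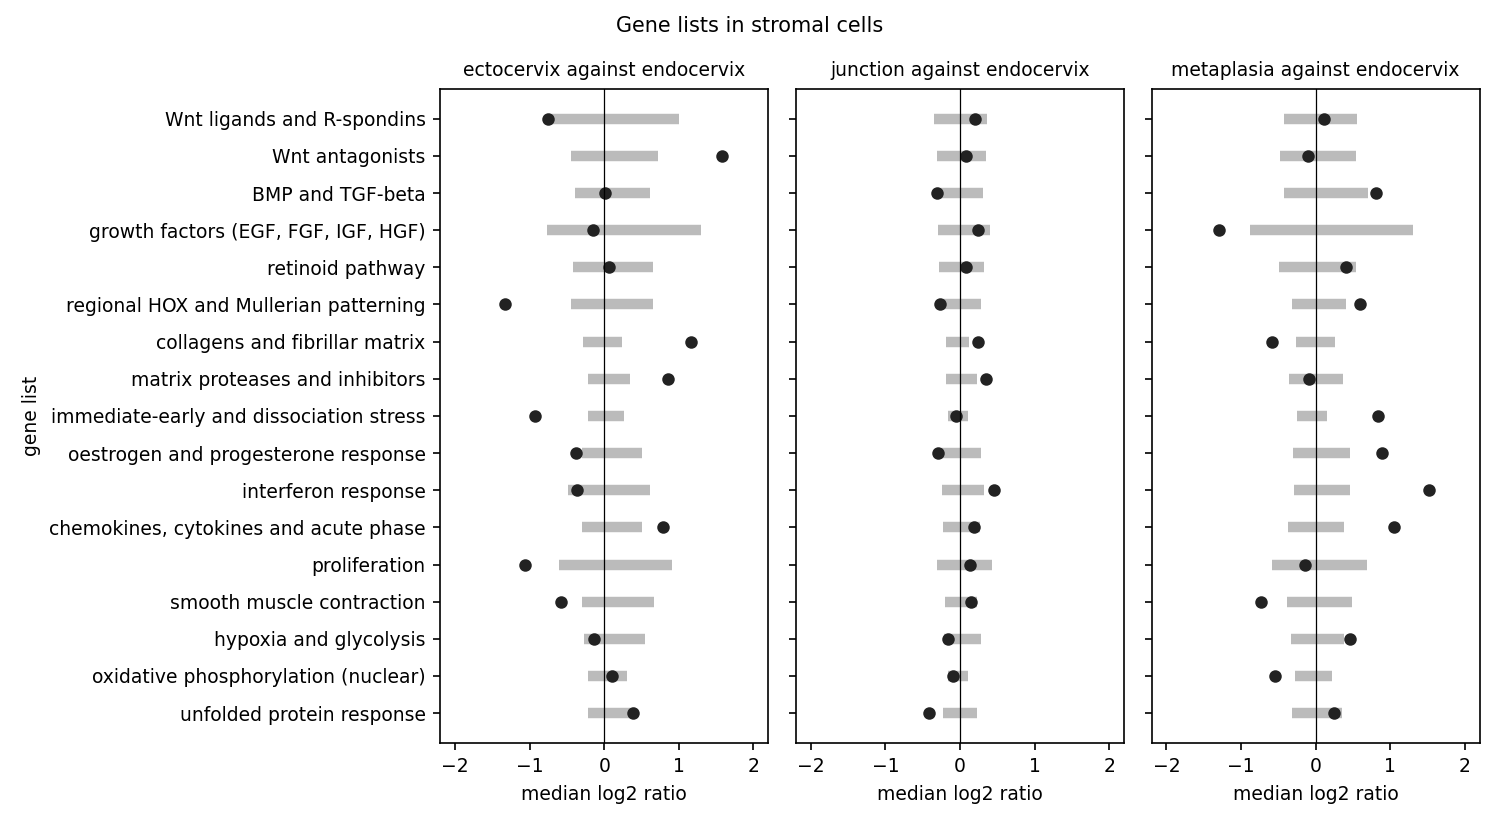
Median log2 ratio (horizontal axis) of each fixed gene list in fibroblasts of ectocervix, junction and metaplasia over endocervix, with dots as list medians and grey bars as the 95% range of random lists with like expression. HOX and immediate-early lists lay on opposite sides in ectocervix and metaplasia.

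Metaplastic fibroblasts stayed far from ectocervical ones, though part of their difference from endocervix lay on the ectocervical side. Outside the HOX list, 196 genes were at least 2-fold apart in junction over ectocervix and in metaplasia over endocervix. Only 41 of them lay on the same side in both. In the others metaplasia differed from endocervix in the direction in which ectocervix differed from junction. The ratio of ectocervix to endocervix itself did not enter this count. Of 2963 genes, 585 were at least 2-fold apart between metaplasia and ectocervix (275 higher and 310 lower in metaplasia), more than separated metaplasia from endocervix. Higher in metaplasia were Has1 (5.32), Hoxd9 (5.06), Coch (4.55), the stress kinase Plk2 (4.38), Zbtb16 (3.76), Egr2 (3.70), Ces1d (3.69), Adamts4 (3.57), Myc (3.51) and Scube1 (3.49). Lower were Isl1 (-10.17 [-16.06 to -8.26], from 1 metaplastic UMI), Wisp2 (-8.74), Ogn (-5.34), Adam33 (-5.19), Itgbl1 (-4.64), Crabp1 (-4.48), Cpz (-4.45), Col14a1 (-3.87), Pla1a (-3.64) and Inmt (-3.59). Wnt antagonists were lower (median -2.30, below every random list), with Dkk2 (-3.14 [-3.21 to -3.06]), Sfrp4 (-3.18), Sfrp1 (-2.66) and Sfrp2 (-1.94), and Wnt16 (2.77) and Rspo3 (1.24) were higher. Neutrophils held Rspo3 at 43.6 CPM in metaplasia and 21.4 in ectocervix, so free RNA may give part of its value. Collagens (-1.42, Eln -4.82, Lox -2.99) and proteases (-1.33) were lower, and HOX (1.74), interferon (1.52) and immediate-early genes (1.83) higher. Chemokines split, with Ccl2 (3.23) higher and Ccl8 (-5.02) lower. In cluster 6 alone, which holds 18.5% of ectocervical and 18.7% of metaplastic fibroblasts and was singled out after the data were seen, Dkk2 was level between them (-0.0917) and so were Mmp3 (0.0360) and Cpz (0.22).

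Squamous cells of the junction carried less of the basal keratin and of the differentiation program than those of the ectocervix. Krt14, the basal partner of Krt5, was lower in the junction, and the simple-epithelial keratins Krt7, Krt8 and Krt19 were higher. Gabrp, a GABA receptor subunit, and Lifr, a cytokine receptor, led the junctional side. Metallothionein Mt4 and Krtdap, both of differentiating keratinocytes, led the ectocervical side. Retinoid-responsive genes such as Rarres2 and Dhrs3 were higher in the junction. Collagens were higher there as well, so a part from free stromal RNA cannot be excluded. The smaller part of cluster 17 in the junction (18 of 164 cells, against 294 of 1378) goes with the lower differentiation genes.

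Junction over ectocervix, 177 genes were higher and 46 lower by at least 2-fold among 2694, against 170 of 2512 between the technical metaplasia libraries. Highest were Gabrp (2.22), Lifr (1.98), Tmem176a (1.84), Lypd2 (1.82) and Efnb2 (1.79), and lowest Mt4 (-3.93 [-7.30 to -2.39], from 2 junctional UMIs), Fam25c (-2.56), Tmem266 (-2.48), Sprr2a3 (-2.41) and Krtdap (-2.19). Krt14 stood at 3409 and 13438 CPM (log2 -1.98 [-2.04 to -1.92]) and Krt5 at -0.42, with Trp63, the master factor of stratified epithelium, level (-0.03). Krt8 (1.58), Krt19 (1.01), Krt7 (0.92) and Axin2 (1.71) were higher and Krt6a (-2.13) and Krt17 (-0.96) lower. With each cell given equal weight Krt17 was slightly higher (0.33). Keratinocyte differentiation genes had a median of -1.17 (10 of 18 at least 2-fold lower, below every random list), columnar lineage genes one of 0.78 (percentile 99.8) and retinoid genes one of 1.12, with Tgm2 (3.54), Rarres2 (2.83) and Dhrs3 (1.24) higher and Crabp2 (-1.14) lower. Interferon genes (1.45, Ifi27l2a 4.03) and proliferation genes (0.54) were higher. Collagens were higher as well (1.96), which free stromal RNA in the fibroblast-rich junction would also give.

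Metaplastic squamous cells carried more cornification and interferon RNA than those of healthy ectocervix. Krt1, the keratin of suprabasal skin, the cross-linking enzyme Tgm3 and serpins of the Serpinb3 family were far higher. Krt17, which injured and metaplastic epithelia express, was higher, and Krt13 and Krt4 of moist stratified epithelium were lower. Krt15, a leading gene of the basal-type cluster 8, was lower too. The homeobox factor Meis2 was lower. Interferon and antigen presentation genes were higher. Columnar genes were lower, but cells with a strong columnar program would have been put in the columnar class.

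Metaplasia over ectocervix, 242 genes were higher and 173 lower by at least 2-fold among 2510. The leading genes were Serpinb3c (8.81 [8.14 to 9.67]), Tgm3 (8.49 [6.90 to 11.88], from 2 ectocervical UMIs), Serpinb12 (7.99 [6.75 to 10.06]), the antimicrobial Defb4 (6.47) and Krt1 (5335 and 89.8 CPM, log2 5.89). Among the lowest were Cyp2f2 (-5.14 [-7.64 to -3.81], from 3 UMIs), Ccdc3 (-3.48), Meis2 (-3.27) and St6galnac2 (-3.13). Krt17 (chromosome 11, 100256217 to 100261029) stood at 2654 and 192 CPM (log2 3.79 [3.69 to 3.88]), Krt5 at -1.20, Krt14 at -0.77, Krt15 at -2.82, Krt13 at -2.74 and Krt4 at -1.90. Trp63 had no steady direction (-0.27 [-0.52 to -0.03]), being at 0.16 without metaplasia replicate 1 and -0.81 without replicate 2. Keratinocyte differentiation genes had a median of 1.66 (17 of 24 at least 2-fold higher), with Lor (4.05) and Sprr1b (3.89), and the squamous lineage list, weighted to basal genes, one of -0.52. Columnar lineage genes had a median of -1.66 (4 of 6 lower, below every random list), with Elf3 (-2.37), Wfdc2 (-2.07) and Krt19 (-1.28), and Krt7 was near level (-0.17). Krt19 turned to 0.35 with cells thinned to equal depth and to 1.30 with classes per cell from marker scores.

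Signalling and immune lists separated the same cells. Interferon genes had a median of 2.59 (9 of 9 at least 2-fold higher), with Ifi27l2a (4.50) and B2m (3.01). Chemokine genes had no steady direction (median 2.15, but -1.85 with the highest doublet scores removed, a setting chosen after the data were seen), with Ccl2 higher (6.37, though 7.27 in metaplasia replicate 1 and 2.36 in replicate 2) and Cxcl5 (-4.84 [-10.73 to -2.94]) lower. Notch genes had a median of -0.46 (5 measured, percentile 7.25) although the Notch target Nrarp was higher (2.07). The ligand Wnt7b was higher (3.40), the retinoic acid-induced reductase Dhrs3 lower (-2.64) and proliferation genes lower (-0.90, Top2a -2.14). Cycling cells (cluster 22) were 1 of 90 in metaplasia replicate 1 and 10 of 92 in replicate 2, so the proliferation value may rest on replicate 1. Against the junction Krt17 (4.75) and keratinocyte differentiation (2.46) were likewise higher and columnar genes lower (-2.15), while Krt14 was higher (1.20) and not lower. Serpinb3a and Sprr2b had no junctional UMI (at least 56.9-fold and 74.3-fold higher). The typical gene lay at -0.23 log2 units in that comparison, where 926 of 2943 genes were at least 2-fold apart. Metaplastic squamous cells were shallow (median 2345.5 UMIs against 6384 in ectocervix), had few mitochondrial UMIs (median 0.198% against 3.79%) and were mostly of cluster 17, so cell state, cell quality and tissue are mixed.

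Smooth muscle of ectocervix and of junction was compared with that of endocervix. Ectocervical smooth muscle carried more Igfbp2 (6.24), Gpx3 (4.78) and the troponin Tnnc2 (4.38) and less Syndig1 (-4.51), Plac8 (-4.19), Trim45 (-4.10) and the immune checkpoint ligand Vtcn1 (-3.54) than the endocervical kind. The Wnt antagonist list was higher there (median 2.00) and the HOX list lower (-0.74). Junctional smooth muscle differed from endocervical in 19 of 2520 genes, among them Mustn1 (1.18), Dkk2 (1.12) and Nmur2 (1.12) higher and Acta1 (-1.28), Hoxd10 (-1.14) and Tubb6 (-1.12) lower. In metaplasia the cardiac troponin Tnnt2 (2.56), Serpine2 (2.33), Usp2 (2.30), Pde10a (2.30) and the glucocorticoid-responsive Klf15 (2.22) were higher, and Hist1h4h (-3.32), Vtcn1 (-1.91) and Fosb (-1.87) lower. The HOX list was higher there (median 0.85, above every random list), with Hoxa10 at 279 CPM in endocervix and 542 in metaplasia, and Hoxa11 at 69.4 and 166. Clusters 2 and 3 held most endocervical and metaplastic smooth muscle, and cluster 18 held 67.4% of the ectocervical.

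Chemokine, cytokine and acute-phase genes were higher in metaplasia than in endocervix in pericytes (median 1.32, 6 of 11 at least 2-fold higher) and endothelium (1.21, 5 of 10). T and NK cells showed the same list higher (1.90) together with the fibroblast gene Dcn (1341 and 209 CPM), so free RNA may give the endothelial value. Pericytes carried more Ccl2 (4.38), Cxcl1 (3.03), the lipase Lipg (4.42), Csmd1 (3.53) and F2r (3.24), and less Igfbp5 (-5.17), Cck (-3.75) and Nrep (-2.89). Endothelium carried more of the acute-phase gene Lrg1 (3.82), the venular chemokine receptor Ackr1 (3.72) and Serpina3n (5.16 [3.21 to 11.06], from 1 endocervical UMI), and less Nes (-3.46 [-6.01 to -1.97]), Edn1 (-3.01) and Col4a1 (-2.83). Along the healthy cervix, ectocervical pericytes carried more of the lymphoid chemokine Ccl19 (6.82) and Nr2f1 (4.40). Ectocervical endothelium carried more Cytl1 (7.25 [5.68 to 10.63], from 2 UMIs) and of the capillary fatty acid carrier Fabp4 (6.19), and less Rnd1 (-3.59). Junctional endothelium also had more Fabp4 (4.38) and less Ccl21a (-1.70), and junctional pericytes more Ptprg (1.36) and less Has1 (-2.19). Junction over endocervix, 232 of 3606 genes in endothelium and 54 of 3056 in pericytes were at least 2-fold apart. The technical metaplasia libraries gave 239 of 3449 and 89 of 3313, so in number these junctional differences did not exceed those within 1 sample. Genes at least 2-fold apart between metaplasia and endocervix numbered 401 of 3234 in pericytes and 461 of 3456 in endothelium, against 89 and 239 between the technical libraries.

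Immune cells differed between metaplasia and healthy tissue gene by gene and in the interferon list. Metaplastic myeloid cells over endocervical ones carried the Langerhans cell marker Cd207 (no endocervical UMI, at least 13.3-fold higher), Chil3 (3.83), Vcam1 (3.68), Zmynd15 (3.84) and the glucocorticoid-responsive Fkbp5 (3.61), and had no UMI of Retnla, a gene of alternatively activated macrophages (at least 27.1-fold lower). Ectocervical myeloid cells carried the B cell attractant Cxcl13 (at least 39.0-fold higher), and Ccl17 (5.01 [3.35 to 8.42], from 2 UMIs) and Mmp12 (2.56), both of which turned lower with the highest doublet scores removed, a setting chosen after the data were seen (-0.94 and -0.20). Junctional myeloid cells carried more of the cycling genes Cdk1 (3.02) and Ube2c (1.74). In that comparison 155 of 2624 genes were at least 2-fold apart, about as many as between the technical metaplasia libraries (149 of 2568). Neutrophils of metaplasia over those of ectocervix had more of the granule gene Ngp (5.87 [4.54 to 8.37], from 3 UMIs) and Ifi47 (5.31 [3.40 to 11.20]), and less of the chemokine Cxcl3 (-4.76), G0s2 (-3.66), Thbs1 (-3.01) and Basp1 (-2.90). T and NK cells of metaplasia over endocervix had Il17f (at least 60.0-fold higher, nearly all from metaplasia replicate 2) and the intraepithelial integrin Itgae (6.51 [4.60 to 12.40], from 1 UMI), and less Klrg1 (-5.28 [-8.67 to -3.68]) and Spp1 (-6.59). That pair of samples differs in make-up, since endocervix held mostly NK-type cluster 21 and metaplasia mostly T-type cluster 20. Junctional T and NK cells had more Ly6c2 (2.58) and less Il17a (-1.89) than endocervical ones. The interferon list was higher in metaplasia in endothelium (0.71), pericytes (1.33), myeloid cells (0.67) and T and NK cells (1.05) over endocervix, and in neutrophils over those of ectocervix (2.06).

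The technical metaplasia libraries show the spread of the measurement alone, which leaves out that between mice, pools and preparations. In fibroblasts their gene log2 ratios had a standard deviation of 0.140, and 99.8% of genes lay within 0.5 units. In smooth muscle the deviation was 0.138 and in squamous cells, of which there were fewer, 0.631. The mean chi-square per gene was above what counting error alone gives, at 2.12 in fibroblasts and 4.65 in squamous cells (medians 0.530 and 0.729). For some genes the counting intervals are therefore too narrow even between these libraries, above all in squamous cells. Haemoglobin genes differed between the same libraries by a median of -3.68 in fibroblasts, but the other way in neutrophils. There, over ectocervix, Hba-a1 stood at 5.01 in metaplasia replicate 1 and -1.48 in replicate 2, and Hbb-bt at 5.26 and -1.88. Free blood RNA alone, which would shift the classes of a library alike, does not give both. Scaling by class totals left the typical gene over 0.1 log2 units from level in some comparisons. In squamous cells these were junction against ectocervix (0.16), metaplasia against junction (-0.23) and the technical libraries (-0.14). In smooth muscle they were ectocervix (0.13) and metaplasia (0.19) against endocervix. T and NK cells (0.24) and pericytes (0.13) of metaplasia, and ectocervical endothelium (0.12) and myeloid cells (0.12), were the others, all against endocervix. Columnar cells, Schwann cells, neutrophils in endocervix or junction, and ectocervical T and NK cells were too few (under 50) for comparison.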

Values the study reported

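The study detected 25,932 cells over its libraries. It kept 13,773 cells of the healthy tissues, among which it named 1,626 epithelial and 6,380 stromal cells. With metaplasia included it kept 22,590 cells, of which 1,833 were epithelial and 11,634 stromal.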

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

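Removing cells rich in haemoglobin, removing the 6% of cells with the highest doublet scores, and fibroblasts of cluster 12 or 6 alone were alternatives chosen only after the results were seen. Over 619 results, 9982 values were computed under other choices: 9066 stayed, 845 moved and 71 reversed. Of the reversed, 41 were list medians and 30 were gene log2 ratios. Shares and numbers of genes have no sign and could only move. The cause was not tested for any of them.

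The squamous share of epithelial cells depended on how cells were filtered and classed. With no cell filter it was 16.1% instead of 37.5% in endocervix, 61.0% instead of 81.2% in junction and 65.7% instead of 80.2% in metaplasia. With at least 1000 UMIs per cell it was 11.1% in endocervix. With Leiden resolution doubled it was 89.3% in metaplasia. With classes per cell from marker scores it was 37.7% in junction, 83.0% in ectocervix (98.2% otherwise) and 57.3% in metaplasia. Without either metaplasia library it ranged from 76.3% to 84.4%.

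The number of genes at least 2-fold apart in stroma (fibroblast) followed the minimum level. At 10 CPM it was 1166 for ectocervix against endocervix (432 at 50 CPM), 110 for junction against endocervix (36), 1225 for junction against ectocervix (481), 855 for metaplasia against endocervix (315) and 1619 for metaplasia against ectocervix (585). With no minimum the numbers were 4927, 3109, 4897, 5012 and 6957. In cluster 12 alone junction against endocervix gave 17 and metaplasia against endocervix 569. With a metaplasia library left out, metaplasia against endocervix gave 313 to 325 and metaplasia against ectocervix 591 to 595.

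Dkk2 in stroma kept its direction except for junction against endocervix in cluster 12 alone. Ectocervix against endocervix was 5.60 instead of 5.79 with mitochondrial, ribosomal protein and immediate-early genes left out of the total. Junction against endocervix was 0.58 instead of 0.29 with cells thinned and -0.37 in cluster 12 alone. Junction against ectocervix was -5.28 instead of -5.50 with cells thinned. Metaplasia against endocervix was 2.97 instead of 2.65 with cells thinned and 2.63 to 2.67 with a metaplasia library left out. Metaplasia against ectocervix, -3.14 otherwise, was -3.03 with TMM, -2.81 with cells weighted equally, -2.89 with cells thinned, -3.01 with the smaller total, -0.0917 in cluster 6 alone and -3.16 to -3.12 with a metaplasia library left out.

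With 5% free RNA subtracted, stroma Krt5 and Krt14 went from 8.93 and 8.02 to -0.37 and -2.46 in ectocervix against endocervix, and from -5.02 and -4.79 to 3.50 and 5.08 in metaplasia against ectocervix. The 5% was assumed and negative counts were cut off, so these turned signs are not a measured reversal. Ectocervical neutrophils held Krt5 and Krt14 as well (424 and 1170 CPM), so free RNA could give the keratin UMIs in ectocervical stroma. The squamous chemokine list in junction against ectocervix, -0.78 otherwise, was 0.16.

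With 10 CPM as minimum, the median of growth factors in stroma, metaplasia against endocervix, went from -1.29 to 0.20 and the unfolded protein response in metaplasia against ectocervix from 0.50 to -0.0645. Squamous chemokines in junction against ectocervix were 0.55, and squamous oestrogen and progesterone response in metaplasia against ectocervix went from -0.73 to 0.25. In smooth muscle, ectocervix against endocervix, chemokines went from -0.87 to 1.37 and proliferation from -0.65 to 0.27.

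With no minimum, stroma Wnt ligands and R-spondins went from -0.75 to 0.39 in ectocervix against endocervix and from 0.72 to -0.39 in junction against ectocervix. In stroma, junction against endocervix, HOX genes went from -0.27 to 0.15 and oestrogen and progesterone response from -0.29 to 0.22. Stroma proliferation in junction against ectocervix went from 1.19 to -0.13, growth factors in metaplasia against endocervix to 0.00197, and hypoxia and the unfolded protein response in metaplasia against ectocervix from 0.55 and 0.50 to -0.0294 and -0.0645. Squamous oestrogen and progesterone response was 0.43 in junction against ectocervix and 1.64 in metaplasia against ectocervix, where collagens went from 0.89 to -0.10. Smooth muscle in ectocervix against endocervix gave interferon 0.25 (-0.43 otherwise), chemokines 1.48 and proliferation 0.24. In metaplasia against endocervix it gave growth factors 0.32 (-0.87) and retinoid pathway 0.0629 (-1.03).

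With cells weighted equally, Krt17 in squamous cells, junction against ectocervix, went from -0.96 to 0.33, and haemoglobin in smooth muscle, metaplasia against endocervix, from -0.81 to 0.0599. With marker scores, squamous chemokines in junction against ectocervix were 0.0852, and in metaplasia against ectocervix Krt19 went from -1.28 to 1.30, oestrogen and progesterone response to 0.63 and haemoglobin from 2.66 to -6.38. With cells thinned, stroma Cxcl16 in junction against endocervix went from 0.19 to -0.0702, squamous oestrogen and progesterone response in junction against ectocervix from -0.60 to 0.0303, squamous chemokines there to 0.10, Krt19 in metaplasia against ectocervix to 0.35, smooth muscle chemokines in ectocervix against endocervix to 0.11 and haemoglobin in metaplasia against endocervix to 0.10. With immediate-early and the other genes left out of the total, squamous chemokines in junction against ectocervix were 0.65. With no cell filter they were 0.93, and squamous haemoglobin in metaplasia against ectocervix was -4.58. Squamous Trp63 in metaplasia against ectocervix, -0.27 otherwise, was 0.16 without metaplasia replicate 1 and -0.81 without replicate 2.

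With the 6% highest doublet scores removed, haemoglobin in stroma, metaplasia against ectocervix, went from -2.33 to 1.59, squamous chemokines in the same comparison from 2.15 to -1.85 and haemoglobin in smooth muscle, metaplasia against endocervix, to 3.32. Myeloid Ccl17 and Mmp12 in ectocervix against endocervix went from 5.01 and 2.56 to -0.94 and -0.20.

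In cluster 12 alone, junction against endocervix in stroma gave Wnt16 -0.35 (0.83 otherwise), Bmp4 0.15 (-0.40), Crabp1 -0.28 (0.31), Mmp3 -0.00473 (0.24), Cxcl16 -0.16 (0.19), Hes1 -0.11 (0.19), Egr1 -0.30 (0.18), HOX genes 0.23 (-0.27) and interferon response -0.0397 (0.46). Metaplasia against endocervix gave Cxcl1 -0.68 (2.70), Dkk3 1.29 (-0.11), Wnt16 -2.12 (1.15), Crabp1 -0.66 (1.70), Adh1 -0.38 (1.12), Ces1d -1.74 (1.53), growth factors 1.00 (-1.29) and smooth muscle genes 1.51 (-0.73). In cluster 6 alone, metaplasia against ectocervix gave Cpz 0.22 (-4.45), Dkk3 1.10 (-0.77), Axin2 0.34 (-0.82), Mmp3 0.0360 (-3.40) and Cxcl16 1.18 (-1.29).

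Other values by setting, counted as stayed, moved or reversed, were: 5 counts added 554, 21 and 0; resolution halved 619, 0 and 0; Scrublet doublets removed 615, 4 and 0; median-ratio scaling 547, 28 and 0; haemoglobin-rich cells removed 606, 3 and 0.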

Other observations

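The tests of the retinoid and clock patterns, with their gene lists, and the columnar comparison without a cell filter were chosen only after the results were seen. Columnar cells, mostly lost to the cell filter, could be compared between metaplasia and endocervix with the filter off (109 and 94 cells). Metaplastic columnar cells carried far more Sprr2d (4153 and 12.3 CPM, log2 8.33 [7.48 to 9.53]) and Sprr2b (7.32). These belong to a cornified envelope family, but its member Sprr2f is a leading gene of columnar cluster 24, so they do not by themselves mark squamous cells. Krt19 (1.51), Krt8 (0.74) and Krt7 (0.55) were also higher. The squamous keratins Krt14 (13 and 0 UMIs) and Krt17 (22 and 1 UMIs) were higher at low levels. Some free RNA or doublets of squamous cells therefore cannot be excluded. Lower were the goblet cell gene Clca1 (37.7 and 1443, -5.24 [-5.80 to -4.77]) and the retinoic acid-induced Dhrs3 (-2.90). Many of these barcodes were over the mitochondrial limit, and 218 genes were at least 2-fold higher and 171 lower of 3083.

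Lymphocytes differed in kind between tissues. An NK-type cluster (21) made up 1.77% of endocervical and 2.61% of junctional cells but 0.0889% of ectocervical and 0.113% of metaplastic ones. A T-type cluster (20) made up 0.735%, 1.12%, 1.36% and 2.80% in the same order. NK cells are abundant in the uterus, and metaplasia, which held few of them, held more neutrophils and T cells than endocervix. The median share of mitochondrial UMIs was 4.23% in endocervix and 2.37% and 2.43% in the metaplasia libraries.

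Genes that retinoic acid induces were lower in metaplasia than in endocervix in most classes. Dhrs3 stood at 28.0 CPM in endocervical and 4.22 in metaplastic fibroblasts, and Rarb at 2.36 and 0.0338. If another make-up of the stroma were the cause, the other classes would not share the pattern. By list medians those classes stood at -0.458, near fibroblasts at -0.510, and single classes ran from -1.21 to 0.05. The -0.458 lay just above the bound set in favour of the explanation, although the pattern was hardly weaker there. The bound set against it lay below the fibroblast value itself. A pattern fully shared by the other classes could thus not have counted against it, and this measure cannot decide. A second measure, by summed UMIs, was added after the first had come out and gave lower values in 4 of 5 other classes. It was chosen late, and free fibroblast RNA could carry the pattern into other classes, so the question is open. The list in fibroblasts stood at 1711, 1874 and 1865 CPM in endocervix, junction and ectocervix and at 1031 in metaplasia (-0.73 against endocervix), so no sampled position was as low, but the gap did not reach the bound set for excluding another position, and a lack of vitamin A remains possible too.

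Clock output and glucocorticoid genes were higher in metaplasia than in endocervix in every class compared. In fibroblasts Dbp stood at 193 CPM in endocervix and 587 in metaplasia, Per1 at 36.9 and 73.1, Tsc22d3 at 63.2 and 501, and Arntl, of the opposite clock phase, at 7.43 and 1.45. Another time of day at tissue collection may account for this, since by list medians clock output genes (over 6 classes) lay 1.39 log2 units above those of the positive limb (over 4). Summed UMIs of the positive limb were however higher in metaplasia in fibroblasts (0.22), smooth muscle (0.79) and T and NK cells (0.74), so the measures disagreed and the question is open. A stronger response to dissociation could not be excluded (core dissociation list at 0.492 over classes), nor could stress of the animals, which was not measured.

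HOX genes were higher in metaplasia than in endocervix in fibroblasts, smooth muscle and pericytes. Neutrophils held Hoxa10 at 64.1 CPM in metaplasia and 6.43 in ectocervix, so free RNA may give part of the pericyte value. In fibroblasts Hoxa11 stood at 102 CPM in endocervix, 32.8 in ectocervix and 258 in metaplasia, and Hoxd9 at 64.6, 3.03 and 105. A dissection nearer to the uterus could give this, and then other regional genes should move the same way. Genes that separate junction from ectocervix did not. Across genes the correlation of metaplasia over endocervix with junction over ectocervix was -0.304 in fibroblasts (41 of 196 genes at least 2-fold apart in both lay on the same side) and -0.338 in smooth muscle (17 of 72), a test set in advance. That step lies below the endocervix, and no library came from nearer to the uterus, so the test cannot exclude such a dissection. The correlation is over genes, which are not independent replicates, and no cause for the HOX difference was found.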
